# A systems-level approach reveals new gene regulatory modules in the developing ear

**DOI:** 10.1242/dev.148494

**Published:** 2017-04-15

**Authors:** Jingchen Chen, Monica Tambalo, Meyer Barembaum, Ramya Ranganathan, Marcos Simões-Costa, Marianne E. Bronner, Andrea Streit

**Keywords:** Auditory system, Cell fate, Chick, Embryo, Hearing, Placode, Transcription factor

## Abstract

The inner ear is a complex vertebrate sense organ, yet it arises from a simple epithelium, the otic placode. Specification towards otic fate requires diverse signals and transcriptional inputs that act sequentially and/or in parallel. Using the chick embryo, we uncover novel genes in the gene regulatory network underlying otic commitment and reveal dynamic changes in gene expression. Functional analysis of selected transcription factors reveals the genetic hierarchy underlying the transition from progenitor to committed precursor, integrating known and novel molecular players. Our results not only characterize the otic transcriptome in unprecedented detail, but also identify new gene interactions responsible for inner ear development and for the segregation of the otic lineage from epibranchial progenitors. By recapitulating the embryonic programme, the genes and genetic sub-circuits discovered here might be useful for reprogramming naïve cells towards otic identity to restore hearing loss.

## Abstract (precis)

**Summary:** Transcriptome analysis and knock down of select transcription factors reveals a genetic hierarchy as cells become committed to inner ear fate.

## INTRODUCTION

In vertebrates, the entire inner ear arises from the otic placode, a simple epithelium next to the hindbrain, which invaginates to form the otic vesicle. The vesicle undergoes extensive morphogenesis, ultimately giving rise to the adult inner ear, an organ of exquisite complexity comprising distinct sensory, non-sensory and neuronal cell types of the auditory and vestibular apparatus. In humans, congenital hearing defects are often due to mutations in developmental genes. Thus, a mechanistic understanding of ear development not only provides insight into the molecular control of ear formation, but could also provide information relevant to the aetiology of human sensory disorders.

Specification towards otic fate occurs early in development and requires diverse signals and transcriptional inputs that act sequentially and/or in parallel. This process is initiated when sensory precursors in the pre-placodal region (PPR) become specified as otic-epibranchial progenitors (OEPs) under the influence of fibroblast growth factor (FGF) signalling (Fig. 1A; Ladher et al., 2000; Maroon et al., 2002; Martin and Groves, 2006; Nechiporuk et al., 2007; Nikaido et al., 2007; Phillips et al., 2001; Sun et al., 2007; Urness et al., 2010; Wright and Mansour, 2003). The OEP state is characterized by transcription factors like *Foxi1/3* (Khatri et al., 2014; Ohyama and Groves, 2004; Solomon et al., 2003), Dlx genes (Brown et al., 2005; Solomon and Fritz, 2002), *Pax2/8* (Christophorou et al., 2010; Freter et al., 2012; Hans et al., 2004; Mackereth et al., 2005) and *Spalt4* (Barembaum and Bronner-Fraser, 2007, 2010; Schlosser, 2006). After this step, Wnt and Notch pathways cooperate to promote otic and repress epibranchial character (Fig. 1B; Freter et al., 2008; Jayasena et al., 2008; Park and Saint-Jeannet, 2008; Shida et al., 2015). However, the transcriptional networks that control each step and the distinct differentiation programmes for otic and epibranchial cells are very poorly understood.

Here, we examine the active transcriptome of the developing ear from sensory progenitor to the overtly recognizable placode stage. Major changes occur as cells transit from a progenitor state to become OEPs, highlighting this as the most crucial step during otic induction. Time course analysis reveals previously unknown steps of otic commitment, defined by unique sets of transcription factors, and functional analysis not only reveals new downstream targets of known otic transcription factors, but also allows us to construct the first otic gene regulatory network (GRN) and predict connections therein. Its hierarchical organization reveals how, starting from a few factors initiated by otic induction, information is propagated through the network using positive feedback and feed-forward loops to stabilize otic identity and generate diversity by segregating otic and epibranchial fates.

## RESULTS

### New genes in otic placode development

The progressive commitment of ectodermal cells towards otic identity occurs gradually, via a series of regulatory interactions that are not well understood. In avian embryos, otic specification begins around the 5-somite stage (ss) and by the 10ss, the otic ectoderm is already committed to its fate and to form an otic vesicle (Adam et al., 1998; Groves and Bronner-Fraser, 2000). To examine the steps leading up to this cell fate decision, we chose three time points for genome-wide transcriptome analysis, corresponding to the stages when (1) cells become specified as OEPs (5-6ss; Fig. 1A), (2) the placode acquires its characteristic thickened morphology (8-9ss) and (3) cells become committed to an otic fate (11-12ss; Fig. 1B).

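RNA of 5 conditions was sequenced, each as a single library: the posterior pre-placodal region (PPR) at 0ss, OEPs at 5-6ss, the otic placode at 8-9ss and at 11-12ss, and the whole embryo at 3ss. Because no condition has a replicate, every fold change below carries its counting error alone, as an exact (Clopper-Pearson) binomial 95% interval, and no p-value was computed. Reads that arise from the same PCR product were not told apart, so these intervals are lower limits of the real error. The authors aligned the reads with TopHat2 (version 2.0.7) to the Ensembl chicken annotation (Galgal4.71), assembled transcripts with Cufflinks (version 2.1.1) and merged the assemblies into loci. For each locus they deposited the number of reads counted with easyRNAseq (version 2.1.0), without normalization, and the RPKM from Cuffdiff, which scales reads by transcript length and mapped reads. Counts were listed for 18365 loci, of which 14048 carry a gene symbol. Total counts were 136916870 for the PPR at 0ss, 26858887 for OEPs at 5-6ss, 41478368 for the placode at 8-9ss, 35985313 at 11-12ss and 46345428 for the whole embryo at 3ss. The deepest library, 0ss, thus held 5.10 times the counts of the smallest, 5-6ss. The most abundant 10 loci took between 6.92% (0ss) and 8.63% (11-12ss) of a library's counts. About 100 pieces of tissue were collected for each otic library according to the paper.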

**Fig. 1.**
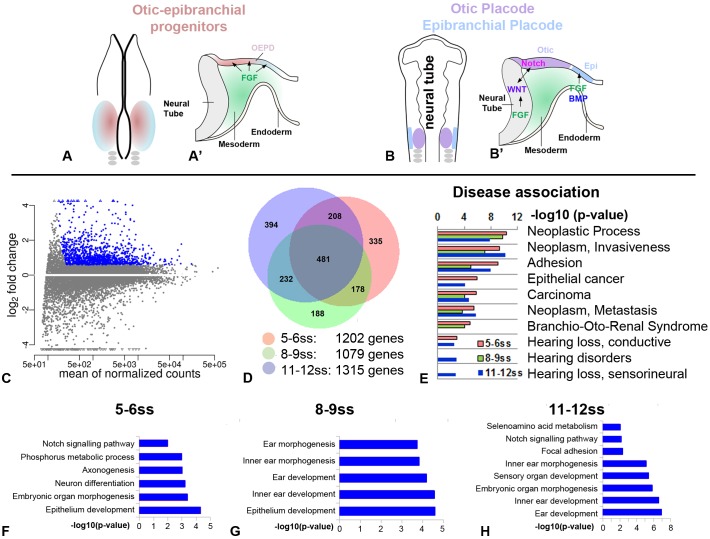
**Otic-enriched transcripts.** (A,B) Diagrams showing the location of OEPs at 5ss (A,A′, graded pink-blue) and the otic and epibranchial placodes at 11-12ss (B,B′; otic: purple; epibranchial: blue). OEPs are induced by mesoderm-derived FGFs (green in A′). Later, FGFs activate Wnt ligands in the neural tube, which cooperate with Notch to promote otic identity (B′), while FGFs and BMPs from the endoderm promote epibranchial fate. (C,D) RNAseq was performed on dissected otic placodes from 5-6ss, 8-9ss and 11-12ss and otic-enriched transcripts enriched were identified by comparison to the whole embryo (3ss); see also Tables S1 and S2. (C) Genes enriched in the otic placode at 5-6ss (blue; fold-change >1.5). (D) Venn diagram showing the number of otic-enriched genes at 5-6ss, 8-9ss and 11-12ss and their intersection. (E) Disease-association of otic-enriched genes. (F-H) Biological processes and signalling pathways over-represented in otic-enriched genes at each stage showing at most the five top over-represented terms for which *P*<0.01 (Fisher’s Exact test) for each category. Epi, epibranchial domain; OEPD, otic-epibranchial progenitor domain.

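Counts of the 2 libraries in each comparison were divided by size factors, the median over loci of the ratio to the geometric mean of both libraries. A locus was called higher when its normalized count was more than 1.5 times that of the other library, and when the library with the higher value had an RPKM over 4 and a normalized count over 300. These are the thresholds that the authors set for their comparisons. Against the whole embryo at 3ss, 8704 loci passed the expression levels in at least 1 of the libraries at 5-6ss, 8949 at 8-9ss and 9004 at 11-12ss. Across these loci the median size of the log2 fold change was 0.29, 0.33 and 0.33, respectively.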

To identify otic-enriched genes, we compared the otic transcriptome with that of whole embryos (3ss). Several hundred genes are enriched more than 1.5-fold at each stage (5-6ss: 1202 transcripts; 8-9ss: 1079 transcripts; 11-12ss: 1315 transcripts; Fig. 1C,D; Table S2). This analysis recovers many known otic transcription factors (23/27; e.g. *Pax2*, *Gata3*, *Gbx2*, *Foxg1*, *Eya1* and *Soho1*; Fig. S1A; Fig. S2). 

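By counts, 1213 loci were higher than in the whole embryo at 5-6ss, 1342 at 8-9ss and 1320 at 11-12ss. Of these, 963, 1073 and 1077 had a counting interval that lay wholly above 1.5-fold. The numbers of loci lower than in the whole embryo were 885, 1176 and 1149, whereas with total count scaling lower loci outnumbered higher ones at each stage (1083 and 998 at 5-6ss). At all 3 stages 606 loci were enriched, 29.3% of the 2068 loci enriched at any stage. A further 287 were enriched at 5-6ss only, 227 at 8-9ss only and 353 at 11-12ss only. The pairwise overlaps held 234 loci for 5-6ss and 8-9ss, 275 for 8-9ss and 11-12ss and 86 for 5-6ss and 11-12ss. The same whole embryo library entered each comparison, so that its own noise is shared by them. In simulated libraries without any difference between tissues, 0 loci were called at all stages when only counting error was added. With a variation between libraries of 20% (coefficient of variation 0.2), 113 loci were called at all stages and 677 per stage on average, a share of 16.7%. With a coefficient of variation of 0.4 these numbers were 650 and 2081, a share of 31.3%, compared with 46.9% in the measured libraries, where 1292 loci were called per stage on average. Without the expression thresholds, and with counts below 3 raised to 3, the number at 5-6ss moved most, to 5920 loci. The floor of 3 was set before division by the size factors (1.35 for the whole embryo, 0.739 at 5-6ss). Loci without reads in either library were therefore called higher, so 5920 is no measure of enrichment. Among genes with a symbol, the enrichment was largest for PLEKHS1 (XLOC_013659) at 5-6ss, with 312 counts against 3 in the whole embryo, too few for a stable fold change. It was largest for CA12 (XLOC_002391) at 8-9ss, at least 787-fold on 1 count in the whole embryo.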

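*Pax2* (PAX2, XLOC_013833), *Gata3* (GATA3, XLOC_000049), *Gbx2* (GBX2, XLOC_014037), *Eya1* (EYA1, XLOC_007343) and *Soho1* (SOHO-1, XLOC_012288) each passed the thresholds at every otic stage. *Pax2* was 23.5-fold higher than in the whole embryo at 5-6ss (95% interval 20.9 to 26.4), 24.8-fold at 8-9ss (22.1 to 27.9) and 41.3-fold at 11-12ss (36.8 to 46.4). The enrichment of *Eya1* was 2.94-fold (2.54 to 3.41), 4.60-fold (4.04 to 5.24) and 11.0-fold (9.72 to 12.4). *Gbx2* went the other way, from 8.94-fold (8.50 to 9.40) at 5-6ss to 3.04-fold (2.88 to 3.22) at 11-12ss. *Soho1* had 6 counts in the whole embryo and 5477 at 11-12ss, a 1218-fold difference whose interval reaches from 559 to 3319. Other members of the paper's set of known otic factors are not reported here. From the enriched factors, the paper states that the comparison recovers many that are known in the otic placode.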

Functional annotation of otic-enriched transcripts (Fig. 1F-H) reveals progressive commitment to otic identity: ‘epithelium development’ is the most represented gene ontology (GO) term in OEPs (5-6ss; Fig. 1F), but this rapidly changes at 8-9ss and 11-12ss, when ‘inner ear development’ becomes the prominent term (Fig. 1G,H). Interrogating disease association databases reveals that transcripts enriched at the commitment stage are associated with hearing loss (Fig. 1E).

In total, this analysis identified 135 potential transcriptional regulators, of which 112 are novel with respect to the otic placode. To verify that they do represent otic-enriched transcripts, we assessed their expression using complementary methods. Twenty-three factors are indeed expressed in the otic placode according to the gene expression database GEISHA (http://geisha.arizona.edu/geisha/; Fig. S2). We found ten additional factors enriched in placode tissue as assessed by qPCR from dissected otic-epibranchial domains (Fig. S1B,C). Likewise, of 52 transcripts tested by NanoString 46 are present in the otic placode at 11-12ss with mean count >300 (Fig. S1D). For further validation, we performed *in situ* hybridization of 39 additional factors (Fig. 2; Figs S2, S3). This confirmed that the majority (34/39) is present, although not necessarily restricted to the otic placode. In summary, the transcriptome analysis identifies many genes not previously associated with ear development.

**Fig. 2.**
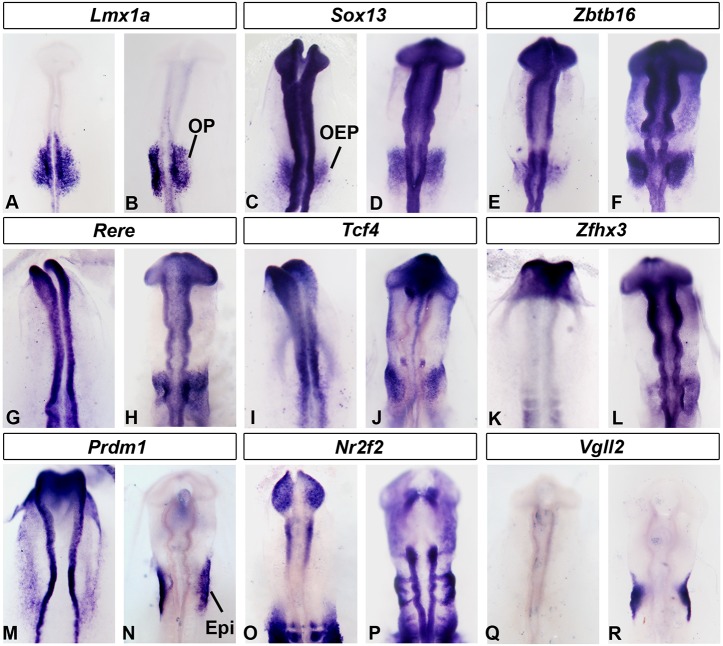
**Expression of transcription factors in the otic placode.** (A-R) *Lmx1a* (A,B), *Sox13* (C,D) and *Zbtb16* (E,F) are expressed in OEPs and in the otic placode (OP). *Rere* (G,H), *Tcf4* (I,J) and *Zfhx3* (K,L) expression starts at placode stages, whereas *Prdm1* is expressed in OEPs (M) but later restricted to the epibranchial territory (Epi) (N). At 12-13ss, *Nr2f2* (O,P) and *Vgll2* (Q,R) are absent from the otic placode, but present in epibranchial cells and the ventral ectoderm (*Vgll2*).

### Dynamic changes of gene expression in the developing otic placode

To capture changes in gene expression as otic cells mature, we used complementary approaches: *in situ* hybridization, transcriptome changes over time and hierarchical clustering. This allowed us to define synexpression groups and uncover distinct transcriptional states during otic placode maturation.

#### Analysis of transcription factor expression by *in situ* hybridization

*Lmx1a*, *Sox13* and *Zbtb16* are expressed in OEPs at 5-6ss and their expression persists in the otic placode until at least 12ss (Fig. 2A-F; Fig. S2). In contrast, *Zfhx3*, *Rere* and *Tcf4* (*Tcf7l2*) only become prominent in the otic territory from 10ss onwards (Fig. 2G-L; other factors: *Arid3*, *Atn1*, *Bach2*, *Klf8*, *Prep2*, *Tead3*, *Znf384*; Fig. S3I,J,O-AD; Fig. S2), whereas *Nr2f2*, *Vgll2* and *Klf7* are confined to the epibranchial region (Fig. 2O-R; Fig. S3K,L). *Prdm1* and *Tfap2e* transcripts change rapidly: they are broadly expressed at 5ss but then become restricted to the epibranchial territory after 9ss with *Tfap2e* also present in neural crest cells (Fig. 2M,N; Fig. S3M,N). In addition, several transcriptional regulators surround the otic placode at 11-13ss (Fig. S3AE-AJ), whereas others are widely expressed in the ectoderm including the otic territory (Fig. S3A-H; Fig. S2) or also present in neural crest cells (Fig. S3AJ-AN). We summarize the temporal and spatial expression of 95 known and new transcripts in Fig. S2.

#### Dramatic transcriptome changes accompany OEP specification

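The same size factors and thresholds were applied to each pair of consecutive stages. At least 1 library of the pair passed the expression levels at 9253 loci for 5-6ss against 0ss, at 8281 loci for 8-9ss against 5-6ss and at 8529 loci for 11-12ss against 8-9ss. The median size of the log2 fold change over these loci was 0.42 at the first step, 0.17 at the second and 0.21 at the third. A locus that fell had to be expressed at the earlier stage, and a locus that rose at the later stage. With planted changes, the calls were tested on simulated counts of the same depth, in which 200 of 200 changed loci were found and 0 of 9233 unchanged loci were called. All planted changes were well past 1.5-fold and lay at loci well above the expression thresholds. Recovery near the thresholds was therefore not tested. The simulated counts held counting error alone, so that false calls from variation between embryos are not covered by this test.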

To highlight the main changes that occur at key steps of otic development, we performed pairwise comparisons of the otic transcriptome at consecutive stages: we compared (1) the PPR at 0ss with OEPs at 5-6ss; (2) OEPs at 5-6ss with the otic placode at 8-9ss; and finally (3) otic placodes at 8-9ss and at 11-12ss (Fig. 3A,D,H; Table S3). 

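Between the PPR at 0ss and OEPs at 5-6ss, 1665 loci were higher and 1746 lower, together 36.9% of the expressed loci. The counting interval lay wholly beyond 1.5-fold for 1403 of the higher and 1400 of the lower loci. More than 4-fold changes were found at 341 higher and 178 lower loci. A gene symbol was given for 1168 of the higher loci, and 497 had none. Without the expression thresholds, the numbers moved most, to 7351 higher and 3339 lower loci, a share of higher loci of 68.8% in place of 48.8%. There, counts below 3 were raised to 3 before division by the size factors (2.28 at 0ss, 0.438 at 5-6ss). Loci without reads in either library were therefore called higher, so that share is partly fixed by the floor. Besides *Pax2*, the genes that rose most were PRDM12 (XLOC_004994), 92.0-fold (76.5 to 111), and HMGA1 (XLOC_016198), 57.9-fold (48.8 to 69.2). The HMGA1 locus is among the shortest 0.185% of expressed loci by the reads it gives per unit of RPKM, and the 100 shortest loci were higher at 5-6ss as a group, by 19.8-fold in the median. The read type of each library was not used here, so a difference in sequencing is not excluded for such loci. The gene that fell most was DMBX1 (XLOC_015058), 411-fold with its absent count at 5-6ss raised to 3, a value without an interval. It was followed by SPAM1 (XLOC_001312), 57.2-fold (39.8 to 85.5), and CCDC141 (XLOC_014119), 50.6-fold (38.4 to 68.2).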

The most dramatic change occurs as cells transit from a sensory progenitor state in the PPR to specified OEPs, with 1569 transcripts being upregulated and 1733 downregulated at 5-6ss (Fig. 3A). Thereafter, changes occur more gradually (Fig. 3D,H). 

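From 5-6ss to 8-9ss, 322 loci rose and 413 fell, or 8.88% of the expressed loci. From 8-9ss to 11-12ss, 558 rose and 310 fell, or 10.2%. The number of changed loci at the first step was 4.64 times that at the second and 3.93 times that at the third. With every library thinned at random to the total of the smallest, 2861, 657 and 740 loci changed at the respective steps. The genes that rose most at the second step were SMOC1 (13.7-fold, 12.1 to 15.7), CLCA2 (13.0-fold, 11.0 to 15.5) and CA12 (11.8-fold, 9.75 to 14.5), and TTR fell most (31.6-fold, 19.7 to 54.0), followed by GRHL3 (26.4-fold) and CNTN2 (10.7-fold, 9.18 to 12.5). At the third step EFEMP1 (23.1-fold, 14.6 to 38.7), TBX2 (20.8-fold) and CALB2 (9.49-fold, 7.53 to 12.1) rose most. SLC6A14 (7.90-fold, 5.69 to 11.2), WSCD1 (4.80-fold, 3.83 to 6.08) and ASTL (4.48-fold, 4.09 to 4.91) fell most. None of these fold changes has a replicate to check it. From the larger number of changed transcripts at the first step, the paper concludes that the transition from the PPR to OEPs is the most dramatic one.

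**Figure D1:**
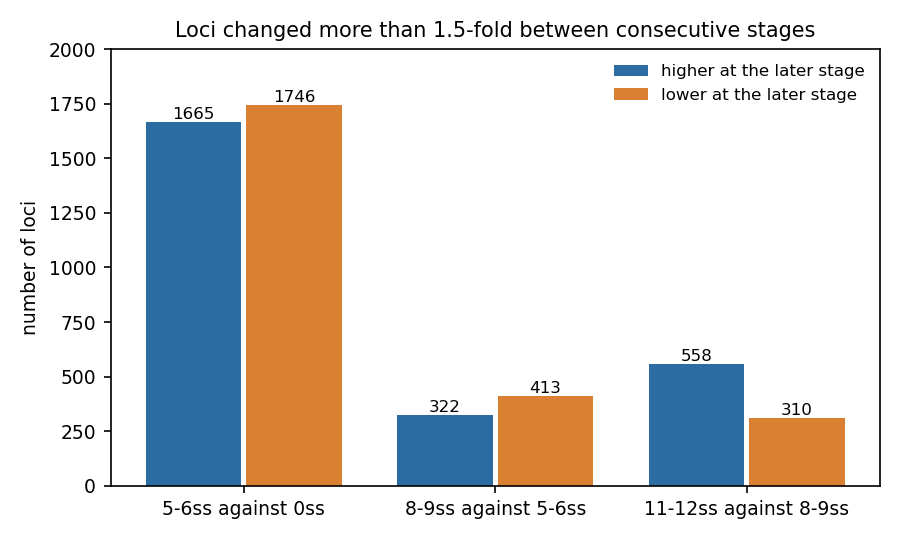
Number of loci (vertical axis) changed more than 1.5-fold at each step between consecutive stages (horizontal axis), with loci higher at the later stage in blue and loci lower at the later stage in orange, from 1 library per stage. The bars for 5-6ss against 0ss are the tallest in both directions.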

Transcripts associated with GO terms related to the acquisition of anterior character such as ‘eye, pituitary gland, nose, forebrain and diencephalon’ (*Pax6*, *Otx1/2*, *Mafa*, *Hesx1*, *Pax3*, *Dlx5*; Table S3) are significantly under-represented at the OEP stage (Fig. 3B,B′), consistent with the earlier suggestion that repression of anterior fate is an important step for otic induction (Bailey et al., 2006; Lleras-Forero and Streit, 2012).

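The genes named here were lower at 5-6ss than at 0ss wherever a locus carries their symbol. The median log2 fold change of OTX1, OTX2, MAFA, HESX1, PAX3 and DLX5 was -2.19, below each of 10000 random lists of loci with matching expression, whose middle 95% lay between -0.70 and 0.65. *Otx1* (XLOC_009912) fell 9.47-fold (6.43 to 14.5), from 1285 to 26 counts. *Otx2* (XLOC_012857) fell 5.06-fold (4.78 to 5.37), *Mafa* (XLOC_007491) 5.20-fold (3.78 to 7.36), *Pax3* (XLOC_015477) 4.12-fold (3.43 to 4.98), *Hesx1* (XLOC_003506) 3.29-fold (2.84 to 3.83) and *Dlx5* (XLOC_006851) 1.53-fold (1.46 to 1.59). *Pax6* was not analysed here, since no locus carries its symbol. The paper picked these genes from the same libraries, so the position among random lists is a description and not an independent test. *Otx2* fell a further 6.08-fold (5.35 to 6.94) from 5-6ss to 8-9ss. Of the 6 genes, 4 were lower and 2, *Mafa* and *Pax3*, higher at 8-9ss than at 5-6ss. Their median log2 fold change of -0.25 at this step lay within the middle 95% of random lists (-0.51 to 0.46). The paper relates the loss of these transcripts in OEPs to an earlier proposal that repression of anterior fate is a step in otic induction.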

**Fig. 3.**
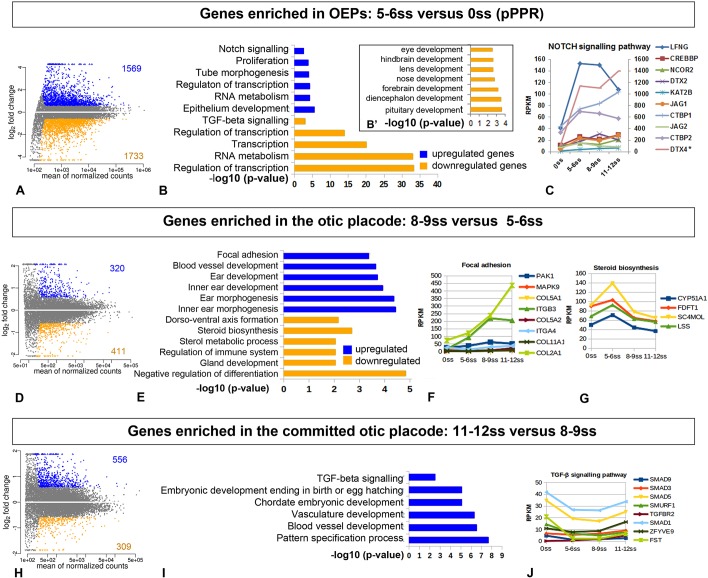
**Temporal changes in otic gene expression.** Pairwise comparison of the otic transcriptome at consecutive developmental stages: 5-6ss compared with 0ss (PPR; A-C), 8-9ss compared with 5-6ss (D-G) and 11-12ss compared with 8-9ss (H-J); see also Table S3. (A,D,H) Differentially expressed genes with a fold change >1.5; blue indicates upregulated transcripts; orange indicates downregulated transcripts. (B,E,I) Gene ontology analysis of up- and downregulated genes showing the five top over-represented biological processes or signalling pathway (*P*<0.01; Fisher’s Exact test). There is no significant association for the downregulated genes shown in H. (B′) At 5-6ss terms related to anterior structures are significantly under-represented relative to 0ss. (C,F,G,J) Changes of transcripts associated with signalling pathways over the entire time course. Asterisk indicates that the gene expression level is indicated by the *y*-axis on the right.

#### Hierarchical clustering identifies distinct TF synexpression groups during otic commitment

Hierarchical clustering of all transcription factors that are either enriched in the otic placode compared with the whole embryo (Fig. 1) or differentially expressed over time (Fig. 3) reveals five major clusters denominated transcription factor cluster 1-5 (TFC1-5; Fig. 4A; Table S4). These clusters show distinct temporal profiles (Fig. 4A-F) and generally confirm our *in situ* hybridization data. For example, transcripts in TFC1 and TFC2 increase over time and these clusters include *Lmx1a*, *Zbtb16*, *Rere* and *Tcf4* (Fig. 2; Fig. S1B,C).

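The 111 transcription factors that can be read in Fig. 4B-F were clustered again by the row z-score of their fold change over 0ss at 5-6ss, 8-9ss and 11-12ss. Counts were normalized with size factors over all 5 libraries, and complete linkage on Euclidean distances was used, as in the default of the authors' heatmap.2. A locus was found for 108 of them. With 5 clusters, the adjusted Rand index against TFC1 to TFC5, which is 1 for identical clusters and near 0 for unrelated ones, was 0.455. Under counting error alone, with counts redrawn from a Poisson distribution, it ranged from 0.417 to 0.758 (95% of draws). TFC1 and TFC2 fell together, with 26 and 25 of their genes in the same cluster. Of TFC3, 14 genes shared a cluster, with 5 of TFC4. TFC5 was split, 9 of its genes in a cluster with 13 of TFC4 and 9 in a cluster with 3 of TFC1. The index moved most with edgeR TMM normalization, to 0.608. The stage with the highest value was the same in counts and in deposited RPKM for 93 of the genes.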

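By normalized counts, all 29 analysed factors of TFC1 and 25 of 27 of TFC2 were highest at 11-12ss. A rise at both later steps was found for 7 factors of TFC1 and for 25 of TFC2. In the median, TFC1 was 1.01-fold the 0ss level at 5-6ss and 1.46-fold at 11-12ss, and TFC2 went from 2.84-fold to 3.50-fold. From 5-6ss to 11-12ss *Lmx1a* (LMX1A, XLOC_014602) rose 2.55-fold (2.39 to 2.72), *Zbtb16* (ZBTB16, XLOC_008738) 2.09-fold (2.01 to 2.17), *Rere* (RERE, XLOC_008097) 1.88-fold (1.82 to 1.95) and *Tcf4* (TCF7L2, XLOC_013656) 1.40-fold (1.30 to 1.50). In the other clusters, 13 of 15 factors of TFC3 were highest at 8-9ss and 18 of 19 of TFC4 at 5-6ss, and TFC5 had 11 factors highest at 5-6ss and 7 at 11-12ss. From these profiles the paper concludes that the clusters differ in time course.

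**Figure D2:**
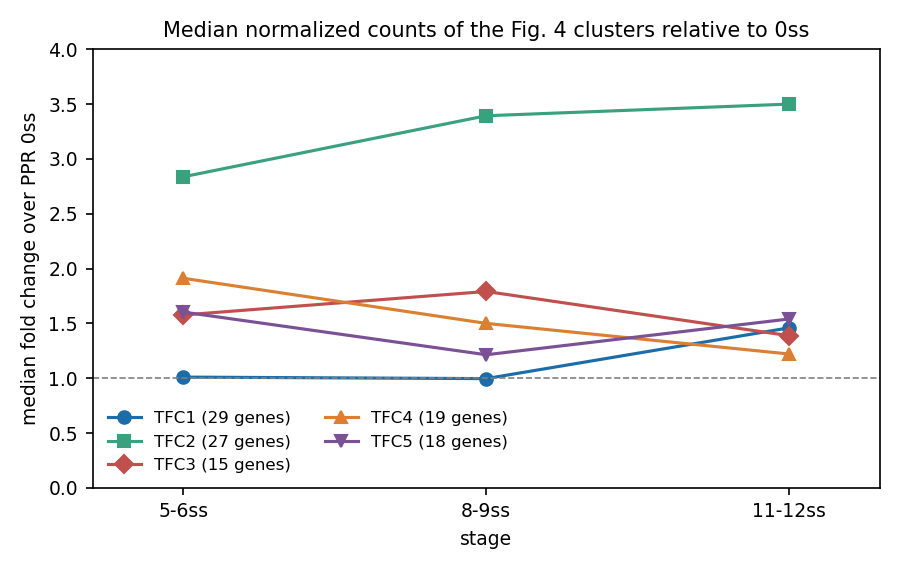
Median fold change of the normalized counts over PPR 0ss (vertical axis) at 5-6ss, 8-9ss and 11-12ss (horizontal axis) for the genes of each cluster of Fig. 4, where the dashed line is the 0ss level. TFC1 and TFC2 end at their highest medians, TFC3 peaks at 8-9ss and TFC4 falls, with 1 library per stage.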

**Fig. 4.**
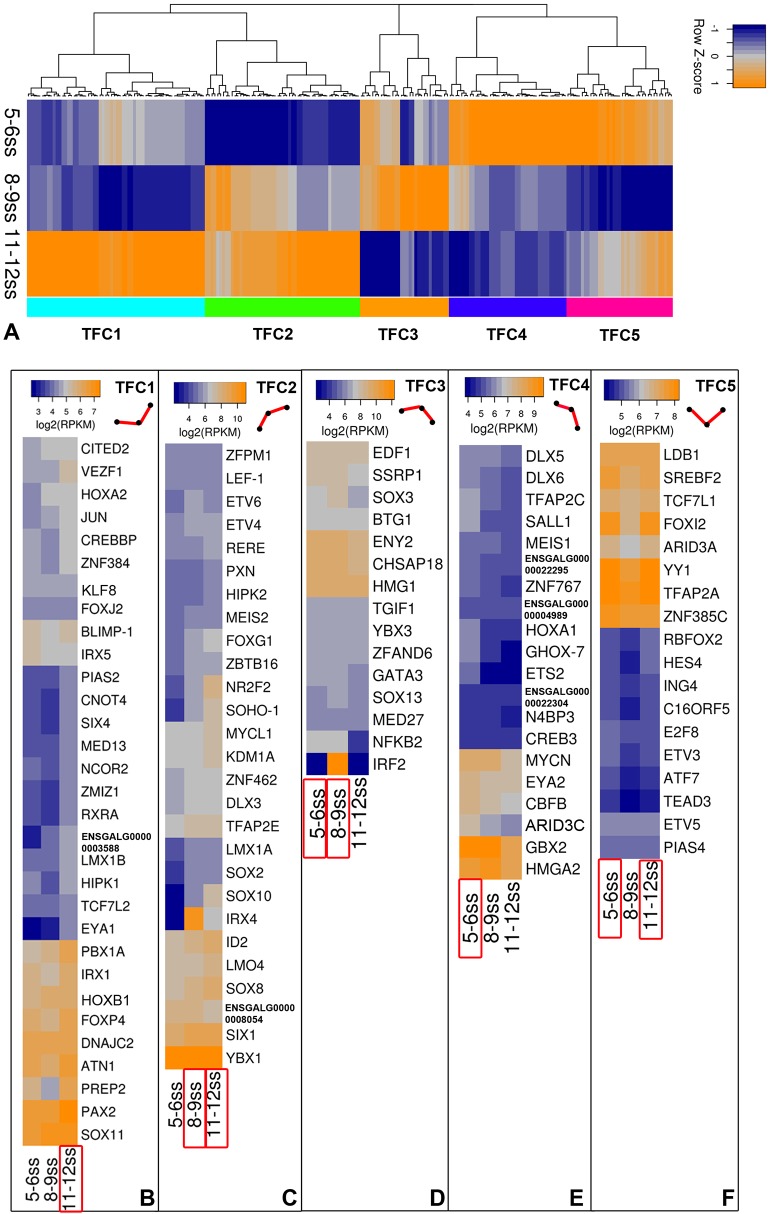
**Clusters of otic transcription factors.** (A) Otic transcription factors from the enrichment and time course analysis cluster into five clusters (TFC1-5) based on the row z-score of fold change relative to the PPR at 0ss. (B-F) Expression level of the top 50% transcription factors in each cluster. Line in the top right of each cluster represents the overall expression profiles across the three time points. See also Table S4.

Combining these three approaches allows us to define distinct regulatory states as OEPs become committed to an otic fate. 

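The fold changes between the PPR at 0ss and OEPs at 5-6ss of the genes below come from 1 library per stage. *Dlx6* (DLX6, XLOC_006134) was 1.55-fold higher at 5-6ss (1.48 to 1.63) and *Irx1* (IRX1, XLOC_006436) 1.60-fold higher (1.51 to 1.69). *Gbx2* was 21.7-fold higher (20.7 to 22.7). *Dlx5* fell past the 1.5-fold threshold at this step. *Dlx6* fell 1.62-fold (1.52 to 1.72) from 5-6ss to 8-9ss and a further 1.42-fold (1.32 to 1.52) to 11-12ss, and *Gbx2* fell 2.42-fold (2.34 to 2.51) from 8-9ss to 11-12ss. With size factors over all 5 libraries, *Irx1* had normalized counts of 2837, 2508 and 3848 at 5-6ss, 8-9ss and 11-12ss. *Irx1* thus ended 1.36-fold above its 5-6ss level, whereas *Dlx5* ended at 0.765 of its own. *Foxi3* was not analysed here. Among the other genes, *Zbtb16* rose 10.4-fold (9.84 to 11.0), *Irx5* (IRX5, XLOC_003090) 7.10-fold (6.11 to 8.25), *Znf385c* (ZNF385C, XLOC_009526) 6.85-fold (6.56 to 7.14) and *Sox13* (SOX13, XLOC_009050) 1.69-fold (1.63 to 1.74). *cMyb* (MYB, XLOC_010873) was 1.22-fold lower (1.10 to 1.34), *Prdm1* (BLIMP-1, XLOC_010944) was 1.33-fold lower (1.28 to 1.38), and *Sall4* (SALL4, XLOC_007702) was 1.04-fold higher (1.02 to 1.06), so that none of these 3 passed the 1.5-fold threshold. With the deposited RPKM in place of counts, the direction changed for *cMyb*, to 1.24-fold higher, and for *Sall4*, to 0.978 of the 0ss value.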

A number of PPR genes are reduced during OEP induction (*Dlx5/6*, *Irx1*, *Foxi3*, *Gbx2*; Fig. 4B; Fig. S2; see also Khatri et al., 2014), whereas a small group of transcripts [*Irx5*, *Lmx1a*, *cMyb* (Betancur et al., 2011), *Prdm1*, *Sall4* (Barembaum and Bronner-Fraser, 2007), *Sox13*, *Zbtb16* and *Znf385c*] becomes upregulated together with *Pax2* and *Etv4* (Figs 2, 4; Figs S2, S3). *Sox10* expression is initiated around 10ss together with *Foxg1* and *Dlx3* (Betancur et al., 2011; Khudyakov and Bronner-Fraser, 2009; Yang et al., 2013), and *Prdm1* becomes restricted to the epibranchial territory (Fig. 2), where it is co-expressed with *Pax2*, *Foxi2* and *Sox3* (Abu-Elmagd et al., 2001; Freter et al., 2008; Groves and Bronner-Fraser, 2000). Thus, already at the 10ss stage, otic and epibranchial progenitors begin to segregate and become molecularly distinct. 

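*Sox10* (SOX10, XLOC_000335) had 329 counts in the deep library at 0ss and 389 at 5-6ss, a 6.17-fold rise after normalization (5.32 to 7.17). It rose 7.38-fold (6.65 to 8.21) to 8-9ss and 3.09-fold to 11-12ss. *Dlx3* (DLX3, XLOC_009336) rose 6.76-fold (6.40 to 7.13) at the first step and changed by less than 1.5-fold at each later step. Between 5-6ss and 8-9ss *Foxi2* (FOXI2, XLOC_012338) fell 1.97-fold (1.91 to 2.03), and *Sox3* (SOX3, XLOC_011284) fell 2.02-fold (1.95 to 2.09) between 8-9ss and 11-12ss. *Foxi2* rose again, 2.03-fold (1.98 to 2.09), from 8-9ss to 11-12ss. *Prdm1* differed by less than 1.5-fold at each of these steps. Bulk counts from dissected tissue do not tell otic from epibranchial cells.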

As cells become committed to otic identity many new transcription factors start to be expressed (Figs 2, 4; Figs S2, S3) and the otic and epibranchial fates continue to diverge. In summary, our time course analysis reveals distinct regulatory states as cells acquire otic identity. Substantial transcriptome rearrangements occur within a brief period of only 6-8 h (from 1ss to 5ss) during the first step of otic induction: anterior character is inhibited and cells are specified as OEPs. 

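Of the loci that rose between 0ss and 5-6ss, 121 fell again between 5-6ss and 8-9ss, and 38 of those that fell first rose at the next step. Increases at each of the 3 steps were found at 26 loci and decreases at each step at 16. The sample called 0ss in the results is labelled as Hamburger-Hamilton stage 6 in the deposited descriptions, and the paper also writes 1ss for it. The time difference between the first pair of libraries depends on which of these stages holds. From the changes at this step, the paper concludes that anterior character is inhibited while cells are specified as OEPs.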

Our analysis defines new factors that characterize a transcriptional state characteristic for OEPs at 4-5ss. As development proceeds, known ear-specific transcripts become more prominent, as do genes associated with hearing impairment, suggesting that our data might harbour new candidate deafness genes.

### Pathway analysis suggests potential novel regulators of otic placode formation

Signals from the surrounding tissues induce and pattern the otic placode. Although the role of FGF, Notch and Wnt pathways is well established (Abello et al., 2010; Freter et al., 2008; Ladher et al., 2000; Ohyama et al., 2006; Park and Saint-Jeannet, 2008; Phillips et al., 2004; Urness et al., 2010), it is likely that other signals are also involved. To explore this possibility, we used hierarchical clustering of all otic-enriched genes (from Fig. 1) together with differentially expressed genes from stage-wise comparisons (from Fig. 3) to generate six major clusters (denominated C1-C6; Fig. S4). Following pathway enrichment analysis for each cluster (Fig. S4A), we extracted the components of each significantly enriched or depleted pathway (Fig. 3C,F,G,J; Fig. S4B-D).

First, we evaluated pathways known to mediate otic development. 

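Of the 10 components of the Notch pathway plotted over time in Fig. 3C, 9 have a locus with their symbol, and CTBP2 was not analysed here. Their median log2 fold change from 0ss to 5-6ss was 1.12, above each of 10000 random lists of matching expression (middle 95% from -0.48 to 0.42). Of the 9 genes, 8 rose. The median was -0.09 from 5-6ss to 8-9ss and 0.29 from 8-9ss to 11-12ss. The paper chose the members from these libraries. The first of these medians moved most with the deposited RPKM, to 1.21. *Lfng* (LFNG, XLOC_004020) was 3.89-fold higher at 5-6ss than at 0ss (3.75 to 4.04), and fell 1.06-fold (1.02 to 1.10) and 1.38-fold (1.33 to 1.43) at the later steps. *Deltex2* (DTX2, XLOC_005832) rose 2.35-fold (2.17 to 2.54) and 1.52-fold (1.40 to 1.64), and then fell 1.53-fold (1.43 to 1.64). *Deltex4* (DTX4, XLOC_013049) rose 2.17-fold (2.11 to 2.22), stayed within 1.5-fold from 5-6ss to 8-9ss, and was 1.20-fold higher at 11-12ss than at 5-6ss (1.17 to 1.24). The deposited RPKM of DTX4 does not follow its counts at the first step, with 118 at 0ss and 1137 at 5-6ss, a ratio of 9.65.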

As expected, Notch signalling components are present throughout placode formation and are over-represented in OEPs and in the placode (Fig. 3C; Fig. S4A,D) with *Lfng* expression increasing sharply as the placode forms and *Deltex2* and -*4* rising gradually. Wnt signalling components are highly enriched in cluster C2 (Fig. S4A,C) with the Wnt receptors *Fzd1-3* and mediators *Lef1* and *Tcf7l2* increasing steadily. In contrast, the Wnt antagonist *Sfrp2* drops sharply at 5-6ss. 

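The 9 Wnt pathway genes that the text names had a median log2 fold change of 0.60 from 0ss to 5-6ss, of 0.12 from 5-6ss to 8-9ss and of 0.43 from 8-9ss to 11-12ss. These medians lay above 99.53%, 91.7% and 99.95% of random lists, and by the deposited RPKM above 94.1%, 99.9% and 99.83%. The paper named these genes from the same libraries. By counts, all 9 genes were higher at 11-12ss than at 5-6ss. *Fzd1* (FZD1, XLOC_006120) rose 1.45-fold (1.37 to 1.54), 2.01-fold (1.90 to 2.13) and 1.38-fold (1.33 to 1.44) at the successive steps. *Fzd2* (FZD2, XLOC_009456) rose 2.74-fold (2.51 to 2.98) at the first step and 1.44-fold (1.32 to 1.57) from 5-6ss to 11-12ss, and *Fzd3* (FZD3, XLOC_010480) 1.55-fold (1.48 to 1.63) and 1.25-fold (1.19 to 1.32). *Lef1* (LEF-1, XLOC_011454) rose 1.99-fold by 5-6ss, and its later changes were 1.03-fold (0.973 to 1.10) and 1.05-fold (0.995 to 1.11), within counting error of no change. *Tcf7l2* rose 1.35-fold (1.26 to 1.44) at the last step, after 1.07-fold (1.01 to 1.15) and 1.04-fold (0.960 to 1.12). By the deposited RPKM, the direction differed for *Fzd1* at the first step (0.803 of the 0ss value) and for *Lef1* at the last (0.872 of the 8-9ss value).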

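*Sfrp2* (SFRP2, XLOC_011955) fell 2.69-fold (2.59 to 2.80) from 0ss to 5-6ss by normalized counts, on 38939 and 2771 counts. Thereafter it rose 1.59-fold (1.52 to 1.66) by 8-9ss and 1.96-fold (1.91 to 2.02) by 11-12ss. With size factors over all 5 libraries, its normalized count was 13444 at 0ss and 15648 at 11-12ss. Its deposited RPKM was 237, 92.5, 146 and 286 at the successive stages.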

Components of the non-canonical Wnt pathway, such as *Wnt5a*, rise gradually together with *Rac1* and *Jun*, suggesting a role in placode assembly and morphogenesis. These findings are consistent with known changes in signalling events during otic commitment and therefore confirm the usefulness of this approach to predict the potential new pathways regulating otic development.

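*Wnt5a* (WNT5A, XLOC_003501) rose 8.14-fold (7.40 to 8.96) from 0ss to 5-6ss and 1.46-fold (1.36 to 1.57) from 5-6ss to 8-9ss. At the last step its change of 0.970-fold (0.915 to 1.03) was within counting error of no change. *Rac1* (RAC1, XLOC_004339) rose 1.48-fold (1.42 to 1.54) at the first step and by 1.05-fold (0.998 to 1.10) from 5-6ss to 11-12ss, a change not detectable at this depth. *Jun* (JUN, XLOC_015107) rose 1.52-fold (1.34 to 1.72) at the first step and 1.47-fold (1.29 to 1.68) from 5-6ss to 11-12ss. From the rise of these genes the paper proposes a role in placode assembly and morphogenesis.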

Next, we investigated whether new pathways emerge from this analysis. As OEPs become specified, components of the steroid biosynthesis pathway are markedly upregulated (Fig. 3E,G), whereas TGFβ signalling components drop sharply (Fig. 3I,J). 

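The 4 steroid biosynthesis genes of Fig. 3G (CYP51A1, FDFT1, SC4MOL and LSS) had a median log2 fold change of 0.45 from 0ss to 5-6ss, above 97.0% of random lists. Each of the 4 rose, by 1.77-fold for CYP51A1 (1.72 to 1.82), which alone passed 1.5-fold, and by 1.33-fold to 1.38-fold for the others. From 5-6ss to 8-9ss all 4 fell past the threshold, between 1.52-fold (LSS) and 1.73-fold (CYP51A1), with a median log2 fold change of -0.72 that lay below each of 10000 random lists. Of the 8 TGFβ components of Fig. 3J, 7 fell from 0ss to 5-6ss, and the median log2 fold change was -0.94 (below all but 0.14% of random lists). *Fst* (FST, XLOC_017816) fell most, 9.91-fold (8.34 to 11.9), SMAD9 fell 3.45-fold (2.60 to 4.67) and SMURF1 2.35-fold (2.14 to 2.58). SMAD3 changed within counting error (0.992-fold, 0.896 to 1.10), and TGFBR2 was 1.57-fold higher (1.06 to 2.28) on few counts. From 8-9ss to 11-12ss all 8 rose, with a median log2 fold change of 0.70. Both sets were chosen by the paper from these libraries.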

Spliceosome components (Fig. S4A,B, cluster C2) peak at 5-6ss and 8-9ss. 

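The text does not name the members of the spliceosome set, so 48 genes were taken by their symbols (SF3A, SF3B, SNRP, SNRNP, PRPF, LSM, U2AF, SRSF, SFRS and U2SURP families). Their median log2 fold change was 0.05 from 0ss to 5-6ss, 0.07 from 5-6ss to 8-9ss and -0.09 from 8-9ss to 11-12ss. Compared with random lists of matching expression, these medians stood at the percentiles 82.2, 97.9 and 28.5. At the respective steps 27, 29 and 17 of the genes rose. By the deposited RPKM the medians were 0.07, 0.04 and -0.11, at the percentiles 46.4, 92.4 and 17.8. With total count scaling, the first median was 0.01 and the last -0.06. The median change over all loci under that scaling was -0.04 at the first step and 0.03 at the last.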

Consistent with this, spliceosomal defects are known to cause craniofacial disorders, some of which are associated with hearing loss (Lehalle et al., 2015). 

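All 8 focal adhesion genes of Fig. 3F rose from 5-6ss to 8-9ss. Their median log2 fold change was 0.84 at this step and 0.51 from 8-9ss to 11-12ss, in each case above all 10000 random lists, although the paper chose the genes from these libraries. At the later step 6 rose, and PAK1 and ITGB3 fell by less than 1.5-fold. COL11A1 (XLOC_014655) rose most by 8-9ss, 3.78-fold (3.33 to 4.32), and COL5A1 (XLOC_005024) most thereafter, 4.18-fold (3.94 to 4.43). The most abundant was COL2A1 (XLOC_016977), with a 1.61-fold (1.58 to 1.64) and a 1.98-fold (1.95 to 2.00) rise. Of the genes, 3 had fallen between 0ss and 5-6ss, namely MAPK9 by 2.49-fold (2.14 to 2.90), ITGA4 by 2.38-fold and COL11A1 by 2.80-fold (2.48 to 3.17). From 5-6ss to 11-12ss the median log2 fold change was 1.63.

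**Figure D3:**
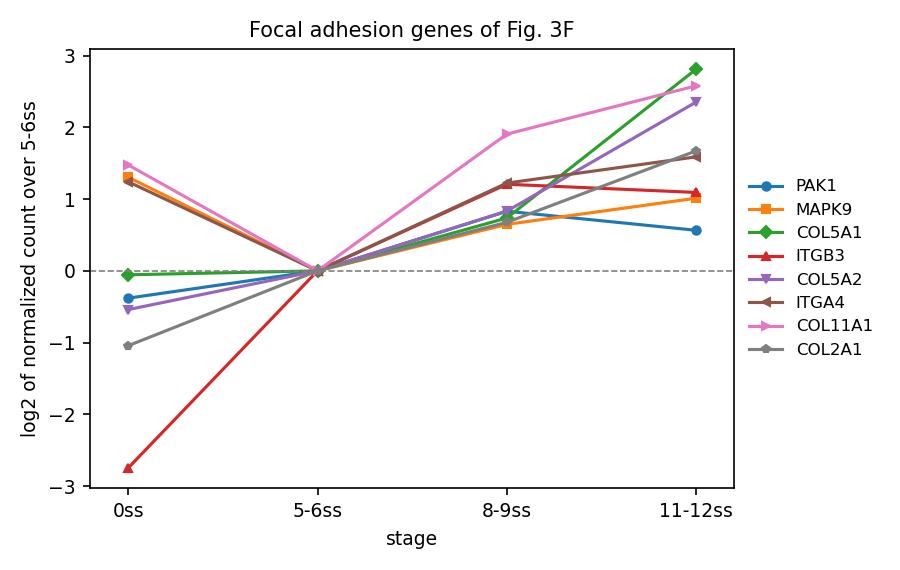
Log2 of the normalized count relative to 5-6ss (vertical axis) at 0ss, 5-6ss, 8-9ss and 11-12ss (horizontal axis), with a line for each focal adhesion gene and 1 library per stage. All 8 lines lie above 0 at 8-9ss and 11-12ss.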

As a morphological placode forms, focal adhesion-related components become increasingly enriched, suggesting a role in placode assembly (Fig. 3E,F). These observations point to signals and pathways not previously associated with ear formation to explore in the future.

### Regulatory relationships reveal distinct transcriptional modules during otic commitment

Our time course analysis of gene expression predicts a transcriptional hierarchy during otic induction. To begin to test this hierarchy, we selected three transcription factors, Etv4, Pax2 and Lmx1a, for perturbation experiments for the following reasons. The transition from sensory progenitors to OEPs is mediated by the FGF pathway (Ladher et al., 2000; Maroon et al., 2002; Martin and Groves, 2006; Nechiporuk et al., 2007; Nikaido et al., 2007; Phillips et al., 2001; Sun et al., 2007; Urness et al., 2010; Wright and Mansour, 2003). Accordingly, the FGF mediator *Etv4* is expressed in OEPs (Lunn et al., 2007) and upregulated 7.5-fold from 1ss to 5-6ss (Table S3). 

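*Etv4* (ETV4, XLOC_009345) had 2067 counts at 0ss and 2979 at 5-6ss in a library with far fewer reads, a 7.52-fold rise of the normalized count (7.11 to 7.96). At the later steps it changed by 1.23-fold (1.18 to 1.29) and 1.06-fold (1.02 to 1.10). The paper cites this rise among its reasons to choose *Etv4* for perturbation.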

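A list of all transcription factors was not used here, so the count covers the 115 factors that the paper names for its RNA-seq results and that have a locus with their symbol. Of these, 16 had a normalized count at least 6 times higher at 5-6ss than at 0ss, and 12 had a counting interval that lay wholly above 6-fold. *Pax2* ranked 1st among them, from 87 to 3925 counts, which is 236-fold with an interval of 190 to 295. Others were SOHO-1 (31.6-fold, 24.3 to 41.5), SOX8 (28.3-fold, 26.2 to 30.6), GBX2, ZBTB16, TFAP2E (9.81-fold, 8.97 to 10.7) and ETV4. Further factors lay between 6.14-fold and 7.10-fold, among them *Lmx1a* with 6.30-fold (5.78 to 6.87), on 977 and 1179 counts. IRX4, with 6.41-fold (5.19 to 7.94), has a deposited RPKM that does not follow its counts, 0.923 at 0ss, 4.53 at 5-6ss, 1213 at 8-9ss and 105 at 11-12ss. The number moved most when the deposited RPKM was used, to 13 factors, of which 10 were among the 16.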

Only ten transcription factors are strongly initiated at OEP stages (6- to 235-fold), with *Pax2* being the top factor (235-fold; Table S3), but *Lmx1a* is one of the few genes (6.3-fold; Table S3) exclusively expressed in otic, but not epibranchial cells (Fig. 2A,B). To explore the gene network downstream of these factors, we knocked down their expression by electroporation of antisense morpholino oligonucleotides at 1-2ss (MOs; Barembaum and Bronner-Fraser, 2010; Betancur et al., 2011; Christophorou et al., 2010). Experiments were assessed by NanoString nCounter at 10-12ss using a total of 216 probes including 70 otic genes (mostly transcription factors), markers for placode progenitors, other placodes, the neural plate, neural crest cells and non-neural ectoderm. This analysis provides a large-scale view of transcriptional changes in a single experiment enriching previously published data, which generally assessed a few genes at a time. In addition, selected transcripts were also assessed by RT-qPCR and/or *in situ* hybridization (Fig. 7; Fig. S6; Table S5). A gene was considered to be activated or repressed when its expression was reduced or enhanced after knockdown, respectively [NanoString: normalized mean count >300, ±1.2-fold change, adjusted *P*-value (*P*-adj)<0.1; RT-qPCR: ±1.5-fold change, *P*<0.05; *in situ* hybridization: absence or reduction of signal in electroporated cells]. These data allow us to add functional links between Etv4, Pax2, Lmx1a and other transcription factors in the otic GRN (Fig. 6), although cis-regulatory analysis will be required to distinguish between direct and indirect interactions. Although our experiments do not determine precisely when these interactions take place, we can infer this from our expression data, which show the onset of target genes.

#### Etv4 and Pax2 control the onset of OEP factors

Etv4 knockdown leads to a reduction of *Pax2* expression (Fig. 5B-B″; Fig. S6A,B) confirming a requirement of FGF activity for *Pax2* expression. In addition, Etv4 activates other early OEP transcripts (*Irx5*, *Prdm1*, *Zbtb16*, *Sall4*, *Sox8*; Fig. 5A-F; Barembaum and Bronner-Fraser, 2007; Yang et al., 2013), and is also required for genes present at placode stages (*Lef1*, *Lmx1b*, *Sox10*, *Tcf4*; Table S5). In contrast, Etv4 represses some PPR genes (*Six1*, *Eya2*), the OEP factor *Znf385c* and late otic placode transcripts (*Tead3*, *Arid3*, *Sall1*; Fig. S6A,B; Table S5).

**Fig. 5.**
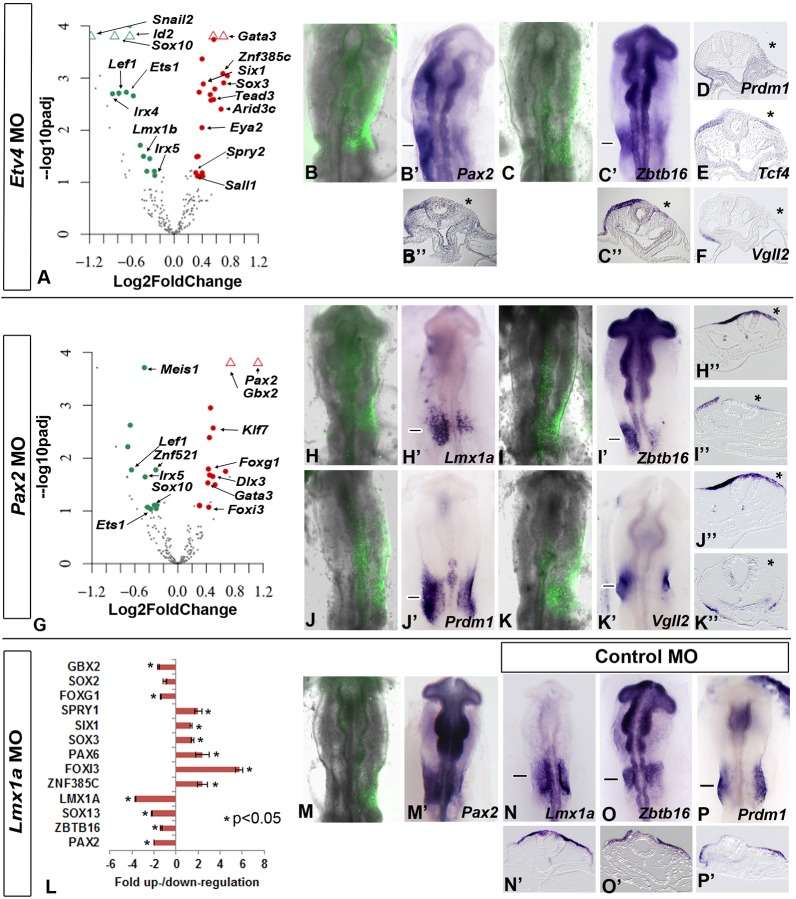
**Regulation of otic transcription factors by Pax2, Etv4 and Lmx1a.** Target-specific morpholinos were electroporated at 0-1ss and changes in gene expression were assessed by NanoString with three biological replicates, each of which containing five pieces of otic placode (A,G; see also Table S5), *in situ* hybridization (B-B″,C-C″,D-F,H′-K″,M,M′) or RT-PCR with two biological replicates each containing five pieces of otic placode (L). (A) Etv4 knockdown analysed by NanoString. Green indicates downregulated genes, red indicates upregulated genes. Open triangles represent data points that have a value beyond the axis limit. (B-F) *In situ* hybridization after Etv4 knockdown for the genes indicated in each panel. A reduction of *Pax2* (8/12; B′), *Zbtb16* (6/6; C′); *Prdm1* (7/11; D), *Tcf4* (8/10; E) and *Vgll2* (4/5; F) is observed. Asterisks indicate the electroporated side. B and C show morpholino fluorescence of the embryos shown in B′ and C′, respectively; B″ and C″ show sections through the embryos shown in B′ and C′, respectively, at the level marked by the horizontal lines. (D-F) Sections of embryos electroporated with Etv4 morpholino. (G-K″) Pax2 knockdown analysed by NanoString (G). Green indicates downregulated genes, red indicates upregulated genes. Open triangles represent data points that have a value beyond the axis limit. (H-K″) *In situ* hybridization after Pax2 knockdown for the genes indicated in each panel. Asterisks indicate the electroporated side. *Lmx1a* (4/4; H′), *Zbtb16* (4/4; I′), *Prdm1* (3/4; J′) and *Vgll2* (4/4; K′) are reduced. H-K show morpholino fluorescence of the embryos shown in H′-K′; H″-K″ show sections through the embryos shown in H′-K′, respectively, at the level marked by the horizontal lines. (L) Lmx1a knockdown analysed by RT-qPCR. The results are presented as fold change ±s.d. and two-tailed Student's *t*-test was used to calculate *P*-value. (M) Morpholino fluorescence of the embryo shown in M′ (3/4). (N-P″). *In situ* hybridization after control morpholino electroporation for the genes indicated in the panels; N′-P′ show sections of the embryos in N-P, respectively, at the level marked by the horizontal lines. *In* *situ* hybridization for each gene was performed on four embryos electroporated with control morpholino.

Many Etv4 targets are also regulated by Pax2 (OEP transcripts: *Irx5*, *Prdm1*, *Zbtb16*, *Sall4*; placode genes: *Lef1*, *Lmx1b*, *Sox10*, *Tcf4*; Fig. 5G,I-J″; Fig. S6A,C; Table S5). In addition, Pax2 activates the Etv4-independent OEP genes *Lmx1a* (Fig. 5H-H″) and *Sox13*, the placode transcripts *Eya1*, *Meis1*, *Zfhx3* and *Znf521* and maintains the PPR factor *Six1*, while repressing the posterior PPR genes *Foxi3* and *Gbx2*, which are normally cleared from the placode as it matures, the trigeminal marker *Pax3* (Wakamatsu, 2011), late onset otic genes (*Foxg1*, *Dlx3*) and *Kfl7*, which is later expressed in the epibranchial region (Fig. S6A,C). Pax2 is also required for the epibranchial-specific factor *Vgll2* (Fig. 5K-K″). Electroporation of control morpholinos does not affect otic gene expression (Fig. 5N-P″). Thus, many inner ear transcription factors depend on Etv4 and/or Pax2 activity placing these factors at the top of the otic hierarchy.

#### Lmx1a and Pax2: a positive feedback loop that maintains OEP factors and represses alternative fates?

Exploring Lmx1a function, we find that *Pax2* depends on Lmx1a input: *Pax2* expression is reduced when Lmx1a is knocked down (Fig. 5L-M′; Fig. S6A). Thus, they mutually regulate each other in a positive feedback loop and have common targets: both are required for *Sox13* and *Zbtb16* expression (Fig. 6A). In addition, Lmx1a is necessary for *Foxg1* and *Gbx2* expression. Like Pax2, Lmx1a also suppresses several transcripts (Fig. 5L; Fig. 6A), among them the PPR genes *Six1* and *Foxi3* and the lens/olfactory factor *Pax6*. Thus, together both transcription factors appear to promote OEP, but might also participate in the repression of alternative fates.

**Fig. 6.**
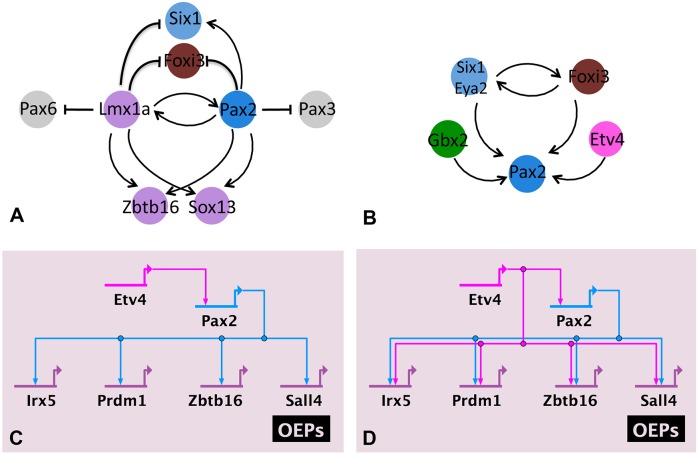
**Regulatory modules during OEP specification.** All diagrams summarize data from the literature and from this study (for details see text). (A) Lmx1a and Pax2 mutually activate each other, control common targets and appear to repress alternative fates (see text for details). (B) *Pax2* is controlled by the posterior PPR factors Six1, Eya2, Foxi3 and Gbx2, as well as by the FGF mediator Etv4. (C,D) Etv4 and Pax2 could act in a linear pathway (C) or in a feed-forward loop (D) to control other OEP genes (see text for details). *Irx5* is regulated by both Etv4 and Pax2; however, because *Pax2* is also regulated by Etv4 for simplicity the network in Fig. 7 assumes that Etv4 regulates *Irx5* via Pax2: Etv4→Pax2→Irx5.

## DISCUSSION

Commitment to otic fate is initiated by the specification of OEPs from the posterior part of the pre-placodal region, followed by the acquisition of columnar placode morphology and, finally, placode invagination to form the otic vesicle. During this process, the otic territory is exposed to signals from surrounding tissues, and as morphogenetic events shape the embryo, its extrinsic environment changes constantly. As a result, ectodermal cells first initiate a transcriptional programme unique to otic progenitors and then form a patterned otic vesicle. Here, we have greatly expanded this transcriptional repertoire by identifying more than 100 factors that might be crucial for placode development, and are also new candidate genes for hearing impairment. Exploring the dynamic changes in gene expression over time together with perturbation analysis of selected transcription factors and integrating data from the literature (Fig. S5) allows us to propose the first GRN for otic commitment.

### A transcriptional mechanism for OEP specification

To establish the first GRN that describes how sensory progenitor cells are committed to the inner ear lineage, we used a strategy that measures changes of all otic transcription factors after experimental perturbation using partial knockdown of three transcription factors (Fig. 7). This GRN has the deep structure characteristic of embryonic networks (Davidson, 2010), revealing the hierarchical organization of the process that drives otic commitment. Within this network, distinct transcriptional modules can be identified that gradually establish otic identity.

**Fig. 7.**
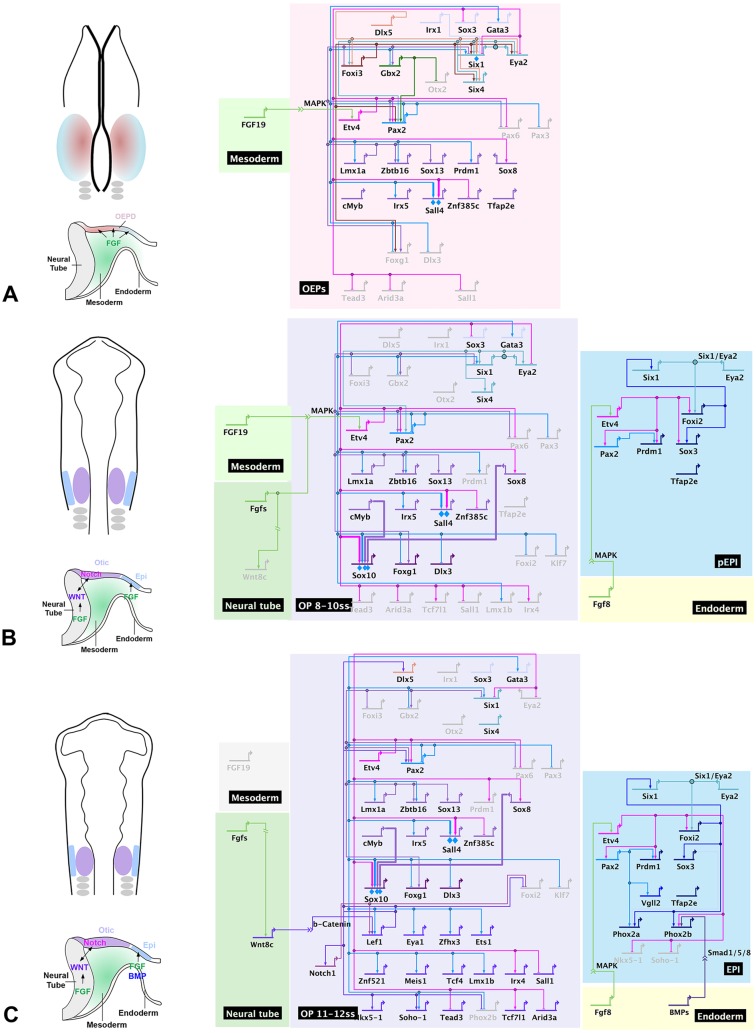
**Gene regulatory network incorporating new functional data.** (A-C) Signalling inputs, gene expression changes and regulatory relationships at the three different stages. Regulator links are based on data from the literature (Fig. S5) and our perturbation experiments (Fig. 5; Fig. S6A-C). Direct interactions confirmed from literature are indicated with blue diamonds and bold lines. As enhancers for most genes are currently unknown, the network assumes the simplest interactions depending on perturbation data (see also Fig. 6). Epi, epibranchial domain; OEPD, otic-epibranchial progenitor domain; OEPs, otic epibranchial progenitors; OP, otic placode; pEpi, pre-epibranchial domain.

### The posterior PPR module

For the otic placode to develop, ectodermal cells must first go through a PPR state (Martin and Groves, 2006), which is identified by Six and Eya family members and by *Irx1* and *Dlx5/6*. Six1 is an important PPR determinant (Ahrens and Schlosser, 2005; Brugmann et al., 2004; Christophorou et al., 2009) and Irx1, Dlx5 and Foxi3 are known to regulate its expression (Glavic et al., 2004; Khatri et al., 2014; Pieper et al., 2012; Sato et al., 2010; Woda et al., 2003). In the posterior PPR, *Six1*, *Eya2*, *Gbx2* and *Foxi3* are crucial for otic placode formation (Brugmann et al., 2004; Christophorou et al., 2009; Solomon et al., 2003; Steventon et al., 2012). Gbx2 restricts the expression of *Otx2* to the anterior PPR (Steventon et al., 2012), whereas Foxi1/3 and the Six1/Eya2 complex regulate each other in a positive feedback loop (Khatri et al., 2014), perhaps to maintain posterior PPR identity. Together, all four proteins provide crucial input for the OEP transcription factor *Pax2* (Christophorou et al., 2010; Hans et al., 2004, 2007; Solomon et al., 2003, 2012): loss of Foxi1 function in fish and repression of Gbx2 and Six1 targets genes in *Xenopus* and chick, respectively, lead to the absence of *Pax2* (Fig. 6B; Fig. 7A). However, none of these transcription factors is sufficient to induce Pax2 in non-otic cells, suggesting that additional input is required.

### The OEP module

It is well established that FGF signalling induces OEPs from the posterior PPR (Ladher et al., 2000, 2005; Maroon et al., 2002; Martin and Groves, 2006; Nechiporuk et al., 2007; Nikaido et al., 2007; Phillips et al., 2001; Sun et al., 2007; Urness et al., 2010) and we show that the FGF target Etv4 is crucial for this process. *Etv4* is upregulated as posterior PPR cells transit to OEPs and is required for *Pax2* expression. Thus, a typical ‘AND’ gate controls *Pax2* in OEPs: its expression requires dual input from the posterior PPR factors Six1, Foxi3 and Gbx2 and from the FGF mediator Etv4 (Fig. 6B; Fig. 7A).

Our data suggest that Etv4 and Pax2 work in concert to promote otic identity and place them at the top of the transcriptional hierarchy for otic commitment (Fig. 7A). Together, they rapidly activate an OEP module consisting of *Sox8*, *Lmx1a*, *Zbtb16*, *Sox13*, *Prdm1*, *Sall4*, *Znf385c* and *Irx5*. The OEP module also contains the Pax2- and Etv4-independent factor *cMyb* (Betancur et al., 2011); however, its upstream regulators are currently unknown. As Etv4 and Pax2 share many targets, two scenarios could explain their mode of action. Etv4 might only regulate *Pax2*, which in turn controls other targets in a linear hierarchy (Fig. 6C; for simplicity, we depict this possibility in Fig. 7). However, it is equally possible that Etv4 and Pax2 act in a feed-forward loop, in which Etv4 is required for *Pax2* and both together control the expression of downstream targets (Fig. 6D) as is indeed the case for *Sall4* (Barembaum and Bronner-Fraser, 2007).

Although these and previous data implicate Pax2 as a key factor for otic specification and proliferation in chick (Christophorou et al., 2010; Freter et al., 2012), the mouse otic placode still forms in the absence of Pax2 (Burton et al., 2004; Favor et al., 1996; Torres et al., 1996) or Pax2 and Pax8 function (Bouchard et al., 2010). The fact that sauropsids have lost the *Pax8* gene (Christophorou et al., 2010; Freter et al., 2012) could explain the more prominent role of Pax2 in the otic GRN.

The newly identified OEP factors might play an important role in ‘locking’ cells in an OEP transcriptional state, where they are competent to respond to signals committing them towards otic and epibranchial fate. It has previously been suggested that continued FGF activity inhibits otic placode formation, while promoting epibranchial cells (Freter et al., 2008). Indeed, when chick OEPs are cultured in isolation they maintain otic identity from 5-6ss onwards and even generate neurons in the absence of additional signalling (Adamska et al., 2001; Groves and Bronner-Fraser, 2000). These findings suggest that in an OEP state ear precursors are FGF independent and we propose that the OEP module could be instrumental to maintain cell identity. Like Pax2 and Lmx1a, other OEP transcription factors might act in positive feedback loops to maintain OEP gene expression and repress alternative fates.

### Two distinct steps segregate otic and epibranchial progenitors

Our temporal analysis reveals two steps during the segregation of otic and epibranchial fates (Fig. 7A,B). Under continued FGF signalling, OEPs differentiate into epibranchial cells (Freter et al., 2008; Sun et al., 2007). This is consistent with our finding that Etv4 is required for epibranchial transcripts, as is Pax2. Dependent on the cellular context, Pax2 is likely to use different partners to impart cell fate (Kamachi and Kondoh, 2013; Stolt and Wegner, 2010): SoxE group members are prominent in otic cells, but they are absent from epibranchial placodes, where SoxB group members could represent major Pax2 partners (Ishii et al., 2001; Wood and Episkopou, 1999). In the otic lineage, expression of a small set of transcription factors (*Sox10*, *Foxg1* and *Dlx3*; Fig. 7B) is initiated downstream of Pax2 and the OEP module; for example, the Sox10 enhancer is directly controlled by Pax2, Sox8 and cMyb (Betancur et al., 2011), whereas epibranchial cells begin to initiate a different transcriptional programme.

In a second step, a large number of otic transcripts begin to be expressed, among them several that depend on canonical Wnt signalling from the neural tube (Freter et al., 2008; Ohyama et al., 2006) (Fig. 7C). Interestingly, FGF signalling, either directly or indirectly, promotes the Wnt mediators *Lef1* and *Tcf4*, suggesting that these upstream events might prime OEP cells for Wnt signalling. In contrast, under the influence of bone morphogenetic protein (BMP) signalling (Begbie et al., 1999) epibranchial progenitors continue to diverge from otic cells and the two fates become firmly established. In summary, the temporal resolution of our analysis highlights the complexity of cell fate decisions and reveals new transcriptional states as sensory progenitor acquire ear and epibranchial identity.

### The OEP module: a molecular circuit re-deployed in other organs?

Our analysis has defined a new transcriptional circuit, operating downstream of Pax2 and FGF/Etv4, which we propose is important for the specification of otic-epibranchial precursors. In addition to the ear, members of the OEP module are also co-expressed in the developing kidney and limb, including *Zbtb16* (Cook et al., 1995), *Lmx1* (Fernandez-Teran et al., 1997), *Prdm1* (Ha and Riddle, 2003) as well as *Sox8* (Chimal-Monroy et al., 2003) and *Sox13* (Kido et al., 1998; Wang et al., 2006)*.* Members of the Six and Eya families lie upstream of the OEP module, and together with Pax proteins are part of the fly retinal determination network (Salzer and Kumar, 2009), which in vertebrates also regulates the formation of other organs including the ear and kidney. Interestingly, the homologues of Zbtb16, Lmx1a and Prdm1 participate in fly eye formation although their relationship to the retinal determination network is unknown (Ko et al., 2006; Maeng et al., 2012; Wang et al., 2006). It is therefore tempting to speculate that the OEP module is part of an ancient sub-circuit that is re-deployed as a unit to govern cell fate decisions in different species and organs. The OEP module could provide an initial link between the top upstream regulators (Six/Eya and Pax proteins) that propagates information to the next level of the network.

### Uncovering new candidate deafness genes

Although much progress has been made recently to identify the genetic causes for hearing impairment in humans, many causative genes remain to be uncovered. In particular, mutations in developmental genes are associated with human deafness: for example Six1 or Eya1 mutations are known to cause Branchio-Oto-Renal Syndrome, an autosomal dominant disorder (Ruf et al., 2004). Functional annotation of our transcriptome data reveals a significant association with hearing loss, in particular for transcripts enriched in the committed otic placode (11-12ss; Fig. 1E). Indeed, the number of otic placode-enriched genes that fall into known human deafness loci is significantly higher than expected for a set of random genes (data not shown). These findings suggest that our data might harbour a number of novel candidates for congenital malformations of the ear and for hearing impairment.

In summary, integrating data from the literature (Fig. S5) and our new analysis has allowed us to establish the first gene regulatory network (Fig. 7) that models the early stages of ear development. By identifying key otic genes and the linkages between transcription factors at different levels of the network, we define new distinct regulatory states as cells acquire otic identity as well as the regulatory loops that stabilize cell fate decisions. In the future it will be important to identify the cis-regulatory elements controlling otic gene expression to determine direct and indirect interactions. The information gleaned from our analysis of otic transcriptional programmes will be crucial for future experiments aiming to reprogramme cells after loss of hearing and/or balance for the purpose of repair and regeneration.

## MATERIALS AND METHODS

### Tissue dissection and embryo experiments

Fertilized hens’ eggs (Winter Farm, Herts) were incubated in a humidified incubator at 38°C to reach the appropriate stage. For dissection, embryos were isolated from the egg and pinned out ventral side up on a resin plate in Tyrode's saline. The endoderm and mesoderm layers were removed using a G-31 syringe needle in the presence of a small volume of 10 mg/ml dispase before dissecting the future otic ectoderm based on the region expressing *Pax2* (Streit, 2002), rostral to the first somite and adjacent to future hindbrain rhombomeres 4-6.

For *in situ* hybridization, embryos were isolated in PBS, fixed in 4% paraformaldehyde in PBS and processed as described previously (Streit and Stern, 2001). Digoxigenin-labelled antisense RNA probes were synthesized with T7, T3 or SP6 RNA polymerase (Roche) as appropriate from expressed sequence tags, cloned fragments or previously published plasmids (Table S6).

For morpholino knockdown experiments, electroporation at 0-1ss was performed either unilaterally with control and experimental morpholino, or in the same embryo with control and experimental morpholino on different sides. *Pax2* and *Etv4* morpholinos were validated previously (Betancur et al., 2011; Christophorou et al., 2010); as controls, standard control morpholinos (5′-CCTCTTACCTCAGTTACAATTTATA-3′) were used. For *Lmx1a*, a splicing-blocking morpholino (5′-ACCCCCAGTGTCCCCATACCTTCCT-3′) targeting the exon 4-intron 4 junction was used and deletion of exon 4 was confirmed by RT-PCR followed by sequencing the PCR product. Changes in gene expression were assessed by whole-mount *in situ* hybridization or from five to ten dissected otic placodes by RT-qPCR or NanoString. For dissection, the non-electroporated or control morpholino electroporated side and the first somite is used as a guide.

### RNA isolation, library construction and sequencing

About 100 placodes were collected from each stage for RNAseq library preparation. Immediately after dissection, tissues were lysed in lysis buffer (Ambion) and RNA was isolated using the RNAqueous-Micro Kit (Ambion). Libraries were prepared with TrueSeq RNA Sample Preparation V2 kit (Illumina) and sequenced with Illumina HiSeq 2000 (Illumina) to 1×50 cycles or HiSeq 2500 to 2×100 cycles.

### Sequence alignment

Reads ware aligned with TopHat2 (v2.0.7) to Ensembl chick genome Galgal4.71 (Kim et al., 2013). Transcripts for individual samples were assembled with Cufflinks (v2.1.1) (Trapnell et al., 2010), with combined Ensembl gene annotation (Galgal4.71.gtf) and Refseq acquired from UCSC table browser as a guide. All assemblies were merged to obtain a merged annotation file, which was passed to Cuffdiff (v2.1.1) to obtain normalized RPKM value for each gene, and to easyRNAseq (v2.1.0) to retrieve the count table for all genes (Delhomme et al., 2012). All sequencing data were deposited in Gene Expression Omnibus (GEO) under accession number GSE69185.

### Identification and analysis of differentially expressed genes

DEseq (v1.16.0) was used to identify enriched otic genes relative to the whole embryo (Anders and Huber, 2010) based on the count table generated above. A gene was considered to be expressed in the otic region when the normalized RPKM was >4, and the number of normalized counts was >300. Owing to a lack of biological replicates, ‘Blind’ mode was used in DEseq, which treats the two samples to be compared as replicates to estimate the variance of gene expression. This approach assumes that most genes are not differentially expressed (as would be the case in biological replicates), thus generally overestimating variance, because the variance among samples from different conditions is usually larger than among biological replicates. Therefore, this method produces very conservative results with small numbers of differentially expressed genes (Anders and Huber, 2010). Using *P*-adj<0.1 and a fold change of >1.5, only a fraction of known otic genes (14/37) is recovered (Table S1). To maximize the discovery of otic placode-enriched genes, all genes with a fold change of >1.5 were included as candidates for further analysis. This analysis recovers 27/37 known otic genes. Validation by *in situ* hybridization was used as a secondary screen to ensure that the gene list did indeed represent otic placode-enriched transcripts. Indeed, of all 39 factors screened by *in situ* hybridization only five are not expressed in the placode, validating this as a useful strategy to identify genes enriched in otic cells.

Gene ontology analysis for differentially expressed genes was performed with DAVID (DAVID Bioinformatics Resources 6.7, http://david.abcc.ncifcrf.gov/) (Huang da et al., 2009a,b). Disease-related enrichment was analysed with Webgestalt (Wang et al., 2013; Zhang et al., 2005).

### Partitioning of otic genes into different clusters

Both enriched otic genes and differentially expressed transcription factors from pairwise analysis (except downregulated genes at 5-6ss relative to 0ss) were used for hierarchical cluster analysis. Fold change of these factors at 5-6ss, 8-9ss and 11-12ss relative to 0ss was transformed into row z-score with heatmap.2 and corresponding heatmaps were generated using gplot within R (R Core Team, 2012; Warnes, 2012). Otic genes were clustered in the same way to generate the clusters in Fig. S4.

### Quantitative RT-PCR and NanoString nCounter analysis

RNA from dissected otic tissue and the whole embryo was isolated using the RNAqueous-Micro Kit (Ambion) and reverse transcribed. Primers for target genes were designed with PrimerQuest (IDT). qPCR was performed in technical triplicates using Rotor-Gene Q (Qiagen) with SYBR green master mix (Roche). The ΔΔCt method was used to calculate the fold change, which was expressed as FC=2^∼(−ΔΔCt)^ (Livak and Schmittgen, 2001). *Gapdh*, *Hprt* and *Rplp1* were used as reference genes to calculate the fold change. RT-qPCR to validate the otic-enriched genes was performed from a single biological replicate, and RT-qPCR for morpholino experiments used two biological replicates; the *P*-value generated from a two-tailed Student's *t*-test was used to evaluate the statistical significance.

NanoString analysis was performed in triplicate per experimental condition with the nCounter Analysis System using a customized probe set of 216 genes. Five to ten tissues were lysed in lysis buffer (Ambion) and total RNA was hybridized with capture and reporter probes according to the nCounter Gene Expression Assay manual. The results were analysed using the raw count with DEseq2 (Love et al., 2014). A transcript was considered dysregulated when the mean count was >300, up- or downregulated by at least |log2foldchange|>log2(1.2) and the *P*-adj<0.1. The cut-off of mean count 300 is empirical based on the observation that genes not expressed or very weakly expressed in the otic region had a count of less than 300.

### GRN construction

GRN construction was performed manually using BioTapestry. Different regions of the network were defined according to the known biology of OEP induction, segregation of otic and epibranchial domains and the signalling input from adjacent tissues taking into account the new transcriptional states identified in this study and data from the literature (Fig. S5). Genes were allocated to each region based on their temporal and spatial expression pattern (published or determined in this study). Interactions were plotted according to published data from different species as summarized in Fig. 5; these largely depend on the analysis of mutants or knockdown experiments using a few genes as otic markers and, with few exceptions, lack enhancer information. The model presented in Fig. 7 incorporates the data from the current study, which determined changes in gene expression after MO knockdown of three transcription factors by RT-qPCR, NanoString nCounter and/or whole-mount *in situ* hybridization. For some transcripts all three methods were used, whereas for others only one or two approaches were employed (Fig. S6). Occasionally, we observed a discrepancy between the three detection methods; in this case, an interaction was defined if expression change was detected by *in situ* hybridization, or if two methods provided the same result. NanoString nCounter evaluation allows the analysis of hundreds of genes in the same sample, thus providing a global view of gene expression changes.

To establish links between upstream regulators and their downstream targets, unless otherwise stated we assumed the most parsimonious pathway: e.g. if gene 1 regulates gene 2 and 3, and gene 2 regulates gene 3 we assumed the simplest explanation of gene 1 gene 2 gene 3.

How the deposited data were processed for this re-analysis (not part of the article)

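RNA from 5 conditions of the chick embryo was analysed, with 1 library for each: whole embryo at 3ss, PPR at 0ss, OEPs at 5-6ss, and otic placode at 8-9ss and at 11-12ss. The authors sequenced single reads of 50 cycles (HiSeq 2000) or paired reads of 100 cycles (HiSeq 2500), aligned them with TopHat2 2.0.7 and assembled them with Cufflinks 2.1.1. Which read type belongs to which library was not used here.

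The counts were made by the authors with easyRNAseq 2.1.0 as the number of reads per locus, and were deposited without normalization. The RPKM values were made by the authors with Cuffdiff 2.1.1, which scales reads by transcript length and depth before they were deposited. Counts were given for 18365 loci and RPKM for 18581, and the 216 loci without a count had an RPKM of 0 in each library. A gene symbol was listed for 14048 of the loci with counts, and 284 symbols stood on more than 1 locus. For such symbols each locus keeps its own identifier.

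For each comparison, counts were divided by median-of-ratios size factors computed on the 2 libraries compared, as DESeq does (the authors used DESeq 1.16.0). A locus was called higher or lower when the fold change of normalized counts was over 1.5 and the library with the higher value had an RPKM over 4 and a normalized count over 300. Counts below 3 were raised to 3 for a fold change, which is then a lower bound of the observed ratio and not a 95% limit. Where both counts are below 3, only the ratio of the size factors is left. The 95% interval of a fold change is the exact binomial interval of the 2 counts, scaled by the size factors, and covers counting error only. No p-value was computed, since no condition has a replicate. Size factors at 5-6ss against 0ss were 0.438 and 2.28.

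The genes named in the text were chosen by a rule: each gene the paper names for its RNA-seq results, and for each comparison the 3 genes with a symbol that rose most and, between consecutive stages, the 3 that fell most. Of the names listed from the paper, 187 were matched to a locus and 25 were not. Gene lists were compared by the median log2 fold change of members with a mean normalized count of at least 10. Each median was placed among 10000 random lists of the same size, each member drawn from the 200 loci nearest in expression. Besides the paper's pathways, marker lists were written for blood and vessel, paraxial and head mesoderm, endoderm, notochord, neural crest, neural tube, and surface ectoderm and placode. SHH is in the endoderm and notochord lists, as is FOXA2. The thresholds, lists and alternatives were set before the data were examined.

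The alternatives were size factors over all 5 libraries, TMM normalization (edgeR 4.0.16), total count scaling, the fold change of the deposited RPKM, no RPKM threshold, no count threshold, a threshold on the mean count, no expression threshold, a fold change over 2, an interval wholly past the threshold, loci with a symbol alone, and counts thinned to the smallest library. Effective length was taken as the reads a locus gives per unit of RPKM.

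The calls were tested on simulated data, with counts drawn from the means and depths of the real libraries and 200 loci changed. All 200 were recovered and 0 of 9233 unchanged loci were called, with counting error as the only noise. The planted changes were well past 1.5-fold, at loci well above the expression thresholds, so recovery near the thresholds was not tested. The intervals covered the simulated fold change at 95.7% and 95.3% of 12931 loci in the 2 comparisons simulated. A planted list stood at percentile 100, and of 40 random lists per comparison 4 fell outside the middle 95%. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, matplotlib 3.10.9 and R 4.3.3. Gene ontology terms, disease genes, in situ hybridization, NanoString and morpholino experiments were not analysed here.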

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

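The tests on HMGA1, on vessel cells, on blood cells and on the share of placode cells were chosen only after the result was seen, and HMGA1 was set aside from the test of the genes that rose most after its values were seen.

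Some loci lay past the thresholds on opposite sides of the whole embryo at different otic stages. At 29 loci the level was higher than in the whole embryo at 5-6ss and lower at 11-12ss, and at 18 it was lower at 5-6ss and higher at 11-12ss. The difference between the stages was not tested, as each has 1 library. After the trend of the fold change on effective length was removed, 42 of the 47 loci (89.4%) were left, which argues against that trend as the whole cause. Stage, and a difference between the libraries other than length, stay open.

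PRDM12, which the paper does not name, was 92.0-fold higher at 5-6ss than at 0ss and ranked 2nd after PAX2. After the length trend was removed, PRDM12 was still 82.7-fold higher, so the trend accounts for little of its rise. It is 1 of the 10 genes outside the paper's text among those that rose most in any comparison, HMGA1 aside. After removal of the trend all 10 stayed over 1.5-fold (lowest 9.43-fold, for CALB2 at 11-12ss against 8-9ss). They were picked for their large folds, so this is weak evidence against the trend. HMGA1 itself went from 57.9-fold to 4.05-fold, still over 1.5-fold, so that including it would not have changed this outcome. The 100 loci with the shortest effective length, where HMGA1 lies, were 19.8-fold higher at 5-6ss than at 0ss in the median and 0.953-fold at 8-9ss against 5-6ss. A loss of short loci from the 0ss library may therefore account for the rise of HMGA1. The read type of each library was not used here, so a difference in sequencing stays open too.

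Of the loci enriched at all 3 otic stages, 107 (17.7%) have no gene symbol, and the paper does not discuss them. An enriched locus stood next to 32.7% of them in locus number (95% interval 24.0% to 42.5%), compared with 24.1% of 528 expressed and not enriched loci without a symbol. Reads of a neighbouring gene and transcription of the loci themselves cannot be told apart, since the interval just reaches the comparison value and the strand of the reads was not used.

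Genes of the blood and vessel list, which the paper does not discuss, rose from 5-6ss to 11-12ss, with a median log2 fold change of 1.33 over 6 of 14 listed genes (5 higher, HBZ among them). With counts thinned to the smallest library the median was 1.26, which argues against depth. Of the haemoglobin genes, 3 rose on few counts, HBZ from 3 to 25, HBAD from 1 to 7 and HBAA from 0 to 9, while HBE changed 0.929-fold, from 81 to 102. Levels this far below those of LMO2 argue against blood cells rich in haemoglobin as the source, and blood cells with little haemoglobin stay open. Mesoderm stood at 2.14 (5 of 13 genes, 3 higher) and neural tube at 2.78, while neural crest stood at -0.54 (4 of 7 genes). The other lists thus did not move alike. Neighbouring tissues need not enter a dissection in equal shares, so a lower share of placode cells stays open. KDR (2.44-fold), CDH5 (5.86-fold), TEK (2.61-fold) and LMO2 (1.90-fold) rose, and the list stood at percentile 99.8 of random lists, so vessel cells in the dissected tissue are a candidate source. The most abundant of these genes, LMO2, had 1599 counts at 11-12ss and already 620 at 5-6ss. A change of these genes in placode cells was not tested.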

How the results depend on the processing

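No test in this part was chosen after the result was seen, and no alternative was added.

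Of 120 alternative values for the numbers of enriched and changed loci and related counts, 87 lay within 1.5 times the value reported, among them each value under another scaling or under the deposited RPKM, and 33 did not. Of 72 values for further counts, 56 lay within 1.5 times and 16 did not. Against the whole embryo, total count scaling turned the balance at each stage, to 998 higher and 1083 lower loci at 5-6ss, 1097 and 1424 at 8-9ss and 1193 and 1302 at 11-12ss.

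Without the count threshold, 1883, 2050 and 2069 loci were enriched at 5-6ss, 8-9ss and 11-12ss, and 910 at all 3 stages. At 5-6ss 2656 were higher than at 0ss, at 8-9ss 927 were higher and 923 lower than at 5-6ss, and at 11-12ss 1140 were higher and 840 lower than at 8-9ss. Without any expression threshold, the enriched loci were 5920, 3200, 3336 and 1551, and the loci higher and lower were 7351 and 3339, 2050 and 5400, and 2594 and 1770 at the successive steps. These settings admit loci with few counts. Without any expression threshold, loci without reads in both libraries were also called wherever the size factors differed by more than 1.5-fold. This holds for 5-6ss against the whole embryo (higher), 5-6ss against 0ss (higher) and 8-9ss against 5-6ss (lower). The values 5920, 7351 and 5400 are thus partly fixed by the floor of 3. With a fold change over 2, the enriched loci were 522, 572, 658 and 250, and the loci higher and lower 860 and 778, 121 and 117, and 154 and 59. With intervals wholly past the threshold, 210 and 240 loci were higher and lower at 8-9ss and 347 and 165 at 11-12ss. Both settings are stricter by construction.

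The first step held more changed loci than each later step under each of these settings. The ratio ran from 2.27 times the third step without the count threshold to 7.69 times the third step with a fold change over 2. Without an expression threshold it was 1.43 times the second step, but those calls include loci without reads.

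Of 460 alternative values for 115 fold changes of single genes, 391 lay within the counting interval, 65 moved outside it and 4 reversed. All 4 reversed with the deposited RPKM: at 5-6ss against 0ss, cMyb to 1.24 (0.822 by counts), Sall4 to 0.978 and Fzd1 to 0.803, and at 11-12ss against 8-9ss, Lef1 to 0.872. The cause was not tested.

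For gene lists, 94 alternative medians were within their counting interval, 16 moved and 1 reversed. With the deposited RPKM, the median log2 fold change from 0ss to 5-6ss was 1.21 for Notch, 0.34 for Wnt and -0.75 for TGFβ, and from 5-6ss to 8-9ss 0.32 for Wnt and -0.67 for steroid biosynthesis, and the cause was not tested. With total count scaling it was 1.08 for Notch, 0.42 for steroid biosynthesis and 0.013 for the spliceosome from 0ss to 5-6ss, and 0.46 for Wnt and -0.056 for the spliceosome from 8-9ss to 11-12ss. The median of all loci moved by the same amounts, to -0.04 and 0.03, so that relative to it these medians were as reported. With members of at least 100 mean counts, TGFβ was at -1.15 from 0ss to 5-6ss, and paraxial and head mesoderm reversed to -0.060 from 5-6ss to 11-12ss (2.14 with all members), as this setting leaves fewer genes.

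No paired analysis was possible because each condition has 1 library. The adjusted Rand index of the Fig. 4 factors stayed within its counting range under each scaling, from 0.455 to 0.608.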

Differences from the paper's values

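No test in this part was chosen after the result was seen.

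In the overlap of the enriched loci, 86 were enriched at 5-6ss and 11-12ss and not at 8-9ss, against the paper's about 210 in Fig. 1D, read by eye. Of the alternatives set before the data were examined, only leaving out the count threshold closed the gap, with 193 loci. The others did not, with 104 (size factors over all 5 libraries), 85 (TMM), 78 (total count), 77 (deposited RPKM), 87 (no RPKM threshold), 77 (mean count threshold), 491 (no expression threshold), 27 (fold change over 2), 63 (interval past the threshold), 66 (loci with a symbol) and 78 (thinned counts). Leaving out the count threshold moved the stage totals away from the paper's 1202, 1079 and 1315, to 1883, 2050 and 2069. The loci enriched at 5-6ss only (437 against about 340) and at 11-12ss only (563 against about 390) stayed within 1.5 times. That setting therefore does not account for the paper's numbers as a whole.

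Among the factors the paper names, 16 were at least 6-fold higher at 5-6ss than at 0ss, against the paper's 10. With total count scaling (15) and with the deposited RPKM (13) the number came within 1.5 times the paper's, while with size factors over all 5 libraries and with TMM it was 16.

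The paper states that Gbx2, Irx1 and Dlx6 are reduced as OEPs are induced, and here they were 21.7-fold, 1.60-fold and 1.55-fold higher at 5-6ss than at 0ss. It lists cMyb, Prdm1 and Sall4 as upregulated, and here cMyb was 1.22-fold lower, Prdm1 1.33-fold lower and Sall4 1.04-fold higher. With the deposited RPKM, cMyb was 1.24-fold higher. It places the start of Sox10 and Dlx3 later, and here they were 6.17-fold and 6.76-fold higher at 5-6ss than at 0ss. With size factors over all 5 libraries, the normalized count at 5-6ss and 11-12ss was 706 and 16063 for Sox10, and 5633 and 7507 for Dlx3. The Sox10 level at 5-6ss was thus low. The paper draws on in situ hybridization and cited studies for these statements as well, while bulk counts do not show where in the tissue a gene is expressed.

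The paper states that Lfng increases as the placode forms, and here it rose 3.89-fold by 5-6ss and was 1.46-fold lower at 11-12ss than at 5-6ss. It has Deltex2 rising gradually, and here Deltex2 fell 1.53-fold from 8-9ss to 11-12ss. For Lef1, which it has increasing steadily, the last step was 1.05-fold (0.995 to 1.11), and for Rac1, which it has rising gradually, 11-12ss was 1.05-fold of 5-6ss (0.998 to 1.10). It has spliceosome components peaking at 5-6ss and 8-9ss, and here the median log2 fold changes at the successive steps were 0.05, 0.07 and -0.09. ARID3C is shown as high at 5-6ss in Fig. 4E, and here it was highest at 11-12ss, on 25 counts.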

Other observations

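In this part, the tests of the 0ss library, of the RPKM values and of the surface ectoderm and neural tube markers were chosen only after the result was seen, whereas the tests of depth and length were not. The outcomes for surface ectoderm and neural tube were also changed after the values were seen, from excluded to undecided, because a spread among genes of single libraries is no measure against counting noise.

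More loci changed between 0ss and 5-6ss than at the later steps. With all libraries thinned to the smallest, the first step held 3.87 times the changed loci of the larger later step, and after the trend on effective length was removed 3.81 times, which argues against depth and against length as the whole cause. At 1783 changed loci (52.3%) the whole embryo did not differ from 0ss in the same direction by more than 1.5-fold. The whole embryo is another mix of tissues, which could offset a fault of the 0ss library, so such a fault is not excluded at these loci. At 1366 loci 0ss stood apart from each other library. There too, stage and a fault of the library cannot be told apart, since 0ss is both the earliest stage and a single library.

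At 156 loci the count was 0 at 0ss and at least 10 in each other library, against 5 to 34 such loci for the other libraries. Of these, 94.2% had the name of a small RNA or no symbol, compared with 29.2% of 4185 loci with similar counts. Small RNAs by name made up 10.9%, compared with 1.53%, so that most of these loci have no symbol and their kind is unknown. Where an effective length could be computed (147 loci), its median lay at percentile 0.622 of expressed loci. A loss of short RNAs from the 0ss library is a candidate explanation. Which libraries had single and which had paired reads was not used here, so a difference in read type stays open as well. No biological explanation was tested.

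The deposited RPKM and the counts part at some loci. Of 251 values with an RPKM of 0 and a count of at least 300, 199 (79.3%) had a normalized count within 1.5-fold of the mean of the other libraries. At these the RPKM of 0 came without a matching drop in the count. Absence of the transcripts could not be tested, since only values with at least 300 counts were taken. CCT2 is listed with an RPKM of 0 at 5-6ss on 20046 counts. IRF2 has an RPKM of 5108 at 8-9ss, 7.61 at 5-6ss and 5.03 at 11-12ss on 609, 353 and 396 counts. Over the 3 steps, the RPKM of a locus changed over 4-fold 258 times, a locus counted once per step, and 77 times the count changed under 1.5-fold. This restates how the measures part, and whether the transcripts themselves changed is left open. Of the 110 loci where the measures part over 4-fold, 19.1% list a small RNA or more than 1 name, compared with 2.55% of the others. A further gene inside the locus may thus explain some, though 80.9% list 1 name.

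From 5-6ss to 11-12ss, surface ectoderm and placode markers fell, with a median log2 fold change of -1.24 over 6 of 7 genes, below each random list. GRHL3 had 16 counts at 8-9ss and 36 at 11-12ss, and the other 5 had at least 1384 in each otic library. The folds of the members span 9.08-fold, from GRHL3 (10.4-fold lower) to TFAP2A (1.15-fold lower), while CDH1, whose locus is merged with CDH3, was 1.59-fold lower. A lower share of surface ectoderm and a change within placode cells cannot be told apart, since the spread comes from few genes in single libraries.

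Neural tube markers rose, with a median of 2.78 over 4 of 7 genes, where OLIG2 and DBX1 had a count of 0 at 5-6ss. At 11-12ss the members stood at fractions of their whole embryo level that span 7.50-fold. SOX2 rose 4.48-fold and HES5 1.01-fold. Cells of the neural tube and expression in the placode cannot be told apart, since the markers are few and stand on single libraries.

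The endoderm list had a median of -0.27 (2 of 7 genes) and the notochord list -0.37 (2 of 5).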
